# Interleukin 8 is a biomarker of telomerase inhibition in cancer cells

**DOI:** 10.1186/s12885-018-4633-x

**Published:** 2018-07-09

**Authors:** Peter Solomon, Yuying Dong, Shaillay Dogra, Romi Gupta

**Keywords:** Telomerase, Interleukin, Viability, Biomarker, Response

## Abstract

**Background:**

Telomerase activity is required for both initiation and maintenance of tumorigenesis and over 90% cancers overexpress telomerase. Therefore, telomerase targeting has emerged as a potential strategy for cancer treatment. In agreement with this, several telomerase inhibitors are being tested for cancer treatment and have shown some promise. However, because of the variability in response between the cancer patients, it is important to identify biomarkers that allow for distinguishing cancers that are responsive to telomerase inhibition from the cancers that are not. Therefore, in this study we performed experiments to identify a biomarker that can be used to predict telomerase inhibition induced tumor growth inhibition.

**Methods:**

In our study, we have performed transcriptome-wide gene expression analysis on multiple ovarian and colon cancer cell lines that were treated with telomerase inhibitor imetelstat and were responsive to telomerase inhibition-induced tumor growth attenuation.

**Results:**

We demonstrate that telomerase inhibition by telomerase inhibitor imetelstat results in decreased expression of interleukin 8 (IL8) in all telomerase responsive cancer cell lines. This phenomenon is of general occurrence because we find that multiple ovarian and colon cell lines show decrease in IL8 mRNA and protein levels after telomerase inhibition. Additionally, we find loss of IL8 phenocopy Telomerase inhibition mediated growth inhibitory effect in cancer cells.

**Conclusion:**

Taken together, our results show that IL8 is a biomarker that predict telomerase inhibition mediated growth attenuation of cancer cells and its loss phenocopy telomerase inhibition. Therefore, IL8 expression can be utilized as a biomarker for telomerase targeted cancer therapies to potentially predict therapeutic response.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-018-4633-x) contains supplementary material, which is available to authorized users.

## Background

Telomeres are region of repetitive nucleotide sequences at the end of a chromosome that protects chromosomal ends from fusion or from being recognized as damaged DNA [1–3]. In normal cells, during every DNA replication cycle, the telomere ends become shorter due to the end replication problem, which consequentially results in replicative senescence [4–6]. Telomerase is an RNA-protein enzyme complex responsible for maintaining telomere length and telomerase activity is required for both initiation and maintenance of human cancers [7–9]. Telomerase is activated in approximately 90% of tumors and is an important event in cellular immortalization process [8, 10, 11]. The mechanisms of telomerase overexpression in cancer cells are still not clear. Some studies propose that telomerase promoter can acquire mutations that result in generation of new transcription factor binding sites and activation of telomerase [12]. Furthermore, since over 90% of cancer types express telomerase, telomerase represents an important target for cancer therapy [13–15]. However, telomerase targeting-based cancer therapies have thus far provided only limited success [16–19], which highlights the importance of identifying the biomarker that might predict the response to telomerase inhibition.

In our previous study, we have shown that simultaneous inhibition of CDKN1A and telomerase by imetelstat (JNJ-63935937, also known as GRN163L) leads to synergistic tumor growth inhibition [20]. In this study, we aimed to identify the biomarker that can predict response to telomerase inhibition-based therapy. To do so, we performed transcriptome-wide gene expression analysis on multiple ovarian and colon cancer cell lines that were treated with telomerase inhibitor imetelstat and were responsive to telomerase inhibition-induced tumor growth attenuation. Imetelstat is a potent and specific telomerase inhibitor and in clinical trials for cancer treatment [21, 22]. We find that upon treatment with telomerase inhibitor imetelstat, expression of IL8 mRNA and protein is inhibited in multiple ovarian and colon cancer cells. We also show that IL8 inhibition also suppresses the cancer cell viability. These results indicate that inhibition of IL8 upon telomerase inhibition by imetelstat act as biomarker to predict the response to telomerase-based therapy.

## Methods

### Cell culture

HCT116 cells were a kind gift of Bert Vogelstein (Johns Hopkins Medical School). COLO205 (ATCC® CCL-222™) and OVCAR5 cells (obtained as part of NCI-60 cell line panel, NCI) were obtained from American Type Culture Collection (ATCC) and were grown as recommended. Cells were treated with 2.5 μM imetelstat or mismatch oligonucleotide (Geron Corporation) twice per week for up to 6 weeks and did not exceed 80% confluence during the treatment. IL8 (GFP tagged) cDNA ORF was obtained from origene. Reagents RPMI 1640 (Catalog no. # 11879020, Thermofischer scientific), DMEM (Catalog no. # 11966092, Thermofischer scientific), Penicillin-streptomycin (Catalog no. # 15140122, Thermofischer scientific) and Fetal Bovine serum (Catalog no. # 10082147, Thermofischer scientific) were purchased from Thermofischer scientific.

### Transfections, shRNAs and preparation of lentiviral particles

*IL8* and control non-specific shRNAs were obtained from Open Biosystems. Table 1 shows the product IDs for all shRNAs. Lentiviral particles were prepared by co-transfecting the shRNA plasmids and lentiviral packaging plasmids, pSPAX2 and pMD2.G, into 293 T cells using Effectene (Qiagen) and following the protocol at the Broad Institute’s website (http://www.broadinstitute.org/rnai/public/resources/protocols).

### Cell viability, Colony formation assay and tumorigenesis assays

To measure cell viability two kinds of assays were performed. For Trypan blue exclusion viability assays, cells were plated and were treated with mismatch oligo’s or imetelstat for 2 weeks triplicate. After 2 weeks of treatment they were trypsinized and were with mixed with an equal volume of Trypan Blue Solution (Invitrogen) and counted using Countess (Invitrogen). Relative cell viability of imetelstat treated cells with respect to control mismatch oligo treated cells is plotted. For MTT assay cells are plated in in 96 well plate. Then they were either treated with mismatch oligo’s or imetelstat for 2 weeks. After treatment, 10μl of 5 mg/ml of MTT is added to the medium each well and incubated for 1 h. Medium is removed and 100μl of DMSO is added, mixed well and the measurement is performed at absorbance 590 and 630 nm wavelength. Average is taken and the reading at 690 is subtracted form that at 590. Relative cell viability of imetelstat treated cells with respect to control mismatch oligo treated cells is plotted. For colony formation assays, 10^3^ cells were seeded in triplicate. Then they were either treated with mismatch oligo’s or imetelstat for 2 weeks. Colonies formed were stained with 0.005% crystal-violet solution and counted. For in vivo experiment, Eight-week old, athymic nude (NCr nu/nu) mice (*n* = 5) were injected subcutaneously with cancer cells (2.5 × 10^6^). After one week, tumor-bearing mice received mismatch oligonucleotide or imetelstat (30 mg/kg bodyweight) three times per week by intraperitoneal injection. Tumor growth was measured every week using calipers, and tumor volumes were calculated using the formula 0.5 X length X width^2^ for every week.

### Quantitative RT-PCR and immunoblot analysis

qRT-PCR and Immunoblot was performed as described in [20]. Briefly For mRNA expression analyses, total RNA was extracted with TRIzol (Invitrogen) and purified using RNAeasy mini columns (Qiagen), and cDNA was generated using M-MuLV first-strand cDNA synthesis kit (New England Biolabs) as per manufacturer’s instructions. Quantitative RT-PCR was performed using Power SYBR-green kit (Applied Biosystems) for mRNA expression analysis or the miScript SYBR-green PCR assay kit (Qiagen), as per manufacturer’s instructions. Actin was used as an internal control. For Immunoblotting whole cell protein extracts were prepared using IP lysis buffer (Pierce) containing Protease Inhibitor Cocktail and Phosphatase Inhibitor Cocktail (Sigma-Aldrich, St.Louis, MO). Protein concentration was estimated using a Bradford Assay kit (Bio-Rad). Proteins separated on 10% or 12% polyacrylamide gels were transferred to PVDF membranes using a wet transfer apparatus from Biorad. Membranes were blocked with 5% skim milk and probed with primary antibodies followed by the appropriate secondary HRP-conjugated antibody (GE healthcare, UK). Blots were developed using the Supersignal Pico Reagent. Antibody and primer information is provided in Table 1.

### TRAP assay and telomere length measurement

The TRAP assay was performed essentially as described [23]. Every plate included standards, inactivated samples and lysis buffer as controls. Each sample was analyzed at least in triplicate. Telomerase activity was plotted relative to control mismatch oligonucleotide treated cells. Telomere length measurement was performed using Relative Human Telomere length Quantification qPCR assay kit from Science cell (Catalog no. # 8908). The assay was performed as described by the supplier.

### Transcriptome-wide gene expression measurement assay and data analysis

For microarray experiments using HCT116, OVCAR5 and COLO205 (5 million) cells were treated with imetelstat for 2 weeks, total RNA was isolated from the cells as described above and used to generate labelled antisense RNA. All antisense RNAs were made using the Ambion MessageAmp Kit and hybridized to Illumina HumanHT-12 V4.0 expression BeadChip using Illumina’s protocol.

The microarray data were processed using GenomeStudio™ (Illumina), log2-transformed, and quantile-normalized using the “lumi” package of Bioconductor. All samples passed quality-control (QC) assessment, which included checking various control plots as suggested by Illumina, as well as other standard microarray-related analyses. 

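RNA of HCT116, COLO205 and OVCAR5 cells was measured on 6 expression arrays, 1 with imetelstat and 1 with vehicle per line, and signals are given on a log2 scale after quantile normalization. The arrays labelled COLO205, a colon cancer line, stood close to those labelled HCT116, another colon cancer line, and both lines stood far from OVCAR5. Between HCT116 and COLO205 arrays, 0 to 5 genes were detected on one array and off on the other at a difference of at least 4-fold, against 129 to 161 genes in pairs with an OVCAR5 array. The HCT116 imetelstat array and the COLO205 vehicle array differed at least 2-fold in 75 genes, fewer than the 91 genes between the vehicle and imetelstat arrays of HCT116. The other pairs of HCT116 and COLO205 arrays differed in 182 to 230 genes. The vehicle and imetelstat arrays differed in 31 genes in COLO205 and in 63 in OVCAR5. Across the 21099 probes detected on at least 1 array, Pearson's r was 0.976 to 0.987 between HCT116 and COLO205 arrays and 0.886 to 0.893 in pairs with OVCAR5, where probes are not independent replicates. Of 16 listed markers of colon epithelium, 12 were detected on at least 1 of the 6 arrays. Of these 12, 5 were detected on each HCT116 and COLO205 array, among them the keratin KRT8 and the adhesion molecule EPCAM. CEACAM5, which encodes carcinoembryonic antigen, CEACAM6, KRT20 and CDH17 were detected on neither array labelled COLO205 and on both OVCAR5 arrays. The log2 signal of CEACAM6 was 6.74 and 6.65 on the arrays labelled COLO205 and 13.80 and 14.37 on those of OVCAR5. The mean signal of the COLO205 imetelstat array was 78.5% of that of the COLO205 vehicle array.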

Differential expression analyses were performed using the “limma” package, and a moderated t-test with a Benjamini-Hochberg multiple testing correction procedure was used to determine statistical significance (adjusted *P*-value, < 0.05). Pathway analysis of differentially expressed genes for each comparison was performed using MetaCore™ (version 6.8 build 29,806, GeneGo). Microarray data were submitted to Gene Expression Omnibus. Geo accession number is GSE106539.

### Statistical analysis

All the experiments were conducted in three biological replicates. The results for individual experiments were expressed as mean ± SEM. The *p*-values were calculated using t-test by using GraphPad Prism version 6.0 h for Macintosh, GraphPad Software, San Diego California USA (www.graphpad.com).

## Results

### Identification of telomerase inhibition responsive Cancer cell lines

To identify biomarker of telomerase-inhibitor therapy, we analyzed a series of cancer cell lines of different tissue origin (Table 2). To this end, we treated these cancer cell lines, with imetelstat, a telomerase inhibitor. Imetelstat is a synthetic lipid-conjugated, 13-mer oligonucleotide N3’ P5’-thio-phosphoramidate and is complementary to the template region of telomerase RNA (hTR). Inside the cells, imetelstat acts as a competitive enzyme inhibitor that binds and blocks the active site of the enzyme (a “telomerase template antagonist”) thus inducing growth inhibition [24, 25].

**Table 1:** Primer sequences for RT-qPCR analysis; clone ID and catalog numbers for shRNAs (Open Biosystems); antibodies used

Application	Gene symbol	Forward primer (5′-3′)	Reverse primer (5′-3′)
RT-qPCR	IL8	taaaaagccaccggagcact	atcaggaaggctgccaagag
	actin	gccgggacctgactgactac	tcttctccagggaggagctg
	Gene symbol	Clone ID	Catalog number
shRNAs	IL8	TRCN0000058028	RHS3979–9625212
		TRCN0000058030	RHS3979–9625214
Antibodies	Protein	Source	Dilution
	IL8	Santa Cruz Biotechnology	1:500 dilution
	GFP	Santa Cruz Biotechnology	1:500 dilution
	Actin	Cell Signaling	1:1000 dilution
Inhibitor	Concentration	Source	
*Imetelstat*	2.5 μM	Geron Corporation	
*Mismatch Oligonucleotide*	2.5 μM	Geron Corporation

**Table 2:** Cell lines and their tissue origin

S. No.	Cell lines	Tissue Origin
1	SW480	Colon
2	KM12	Colon
3	HCT116	Colon
4	COLO205	Colon
5	OVCAR3	Ovary
6	ADR-RES	Ovary
7	SKOV3	Ovary
8	OVCAR5	Ovary

We first optimized the imetelstat concentration for the treatment of various cancer cell lines. To do so, we treated different cancer cell lines with multiple concentrations of imetelstat for determining IC50. We found that IC50 for imetelstat for different cancer cell lines was in the range of 2.5μM as shown in Additional file 1: Figure S1. Next, we treated multiple ovarian and colon cancer cell lines of different tissue origin for 2 weeks with 2.5μM imetelstat and identified HCT116, COLO205 and OVCAR5 as three cancer cell lines that showed strong growth inhibition following imetelstat treatment and also showed concomitant decrease in telomerase activity (Fig. 1**).** We additionally checked telomere length in the cell lines that showed growth inhibition upon imetelstat treatment and found that HCT116, COLO205 and OVCAR5 show shortened telomere length upon imetelstat treatment as compared to control treated cells (see Additional file 2: Figure S2). These results demonstrate that inhibition of telomerase in ovarian and colon cancer cell lines leads to their growth attenuation.

**Fig. 1:**
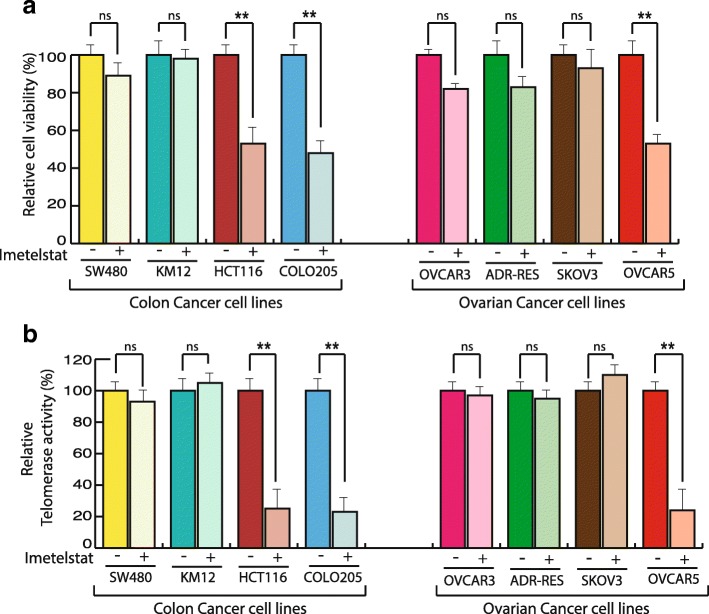
Measurement of response of cancer cells to telomerase inhibition. Indicated cell lines were treated with mismatch oligonucleotide nucleotide or imetelstat for 2 weeks. **a** Cell viability was monitored by trypan blue exclusion assay and relative cell viability with respect to mismatch oligonucleotide nucleotide treated cell is plotted (**b**) Telomerase activities was measured by TRAP assay and relative telomerase activity with respect to mismatch oligonucleotide nucleotide treated cell is plotted. Error bar shows Standard Error Mean (SEM). (**, *p* < 0.001), (ns, non-significant)

### Transcriptome-wide gene expression analysis identifies IL8 as a biomarker that predict response to telomerase inhibition

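Total RNA of 3 cell lines, HCT116 and COLO205 from colon cancer and OVCAR5 from ovarian cancer, was measured on 6 Illumina HumanHT-12 V4 arrays after 2 weeks with imetelstat, an oligonucleotide inhibitor of telomerase, or without it. The paper gives the dose as 2.5 μM. Each line had 1 imetelstat array and 1 control array. The paper's methods state that experiments were done in biological replicates, but the labels show 1 array per line and treatment, so no spread can be given within a line. The labels call the control vehicle, the paper's methods and the legends of other experiments name a mismatch oligonucleotide, Fig. 2a marks it as imetelstat (-), and the legend of Fig. 2, which describes this experiment, calls the control cells untreated. The control is called vehicle here after the labels, and the sources do not settle which it was. Because the arrays labelled COLO205 resembled those of HCT116, values for COLO205 are those of the arrays so labelled. The deposited values were GenomeStudio signals, a mean bead intensity for each of 47231 probes with a detection p-value. The mean signal per array was 487.5 and 486.7 in HCT116, 458.6 and 359.8 in COLO205, and 461.6 and 453.7 in OVCAR5, vehicle first, and 15627 to 17276 probes per array had a detection p below 0.01. Signals were taken to log2 and quantile-normalized as the methods describe, and each gene was represented by its brightest detected probe. The lowest signals lay near 75 because background had not been subtracted, so differences of dim genes are understated. Genes with a detected probe on either array of a line were compared within that line by size alone, with at least 2-fold as the limit, and 12187 genes were tested across the 3 lines with limma, with the line as a block.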

In order to identify the genes that can function as biomarker to predict response to telomerase-based therapy, HCT116, COLO205 and OVCAR5 cell lines that showed strong growth inhibition following imetelstat treatment were treated with imetelstat for 2 weeks and then transcriptome-wide gene expression analysis was performed (Fig. 2a**)**. 

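In HCT116 81 of 11010 detected genes were at least 2-fold lower with imetelstat and 10 were at least 2-fold higher. The 5 lowest ratios were those of interferon-stimulated genes of antiviral defence: IFI27 at a log2 ratio of -3.53, OASL at -3.45, IFI44 at -3.20, IFIT1 at -3.19 and IFIT2 at -2.96. The other probe of OASL gave -2.01 and that of IFIT1 -0.37. The largest positive ratios in HCT116 were 1.91 for LCN2, an iron-binding protein of innate immunity, 1.52 for SUSD2 and 1.29 for TP53INP1, a target of p53. On the arrays labelled COLO205, 17 of 10445 genes were at least 2-fold lower and 14 were at least 2-fold higher. With median scaling in place of quantile normalization this split was 111 lower and 6 higher, and with no scaling 156 lower and 6 higher, since the median ratio of all COLO205 genes was then -0.26 and -0.31. Among the lowest COLO205 genes were MARF1 at -1.96, IFI6 at -1.87, IFIT1 at -1.31 and OASL at -1.21, where the other probe of IFIT1 gave -0.10 and that of OASL -0.22. PKM, a glycolytic enzyme, was at -1.32 by its chosen probe and at -0.02 and -0.40 by its other probes. The highest were the histone genes H2AC19 at 1.94, H2AC18 at 1.83 and H2AC20 at 1.49, near-identical copies whose probes may not tell them apart, and FOSB, an immediate early transcription factor, at 1.43. In OVCAR5 36 of 10538 genes were at least 2-fold lower and 27 were at least 2-fold higher. The receptor gene EDAR was at -2.30, the transcription inhibitors ID3 and ID2 at -1.98 and -1.79, the metalloproteinase MMP7 at -1.60 and the chemokine CCL20 at -1.50. PLAU, which encodes urokinase, was at 1.99, the reductase AKR1B10 at 1.68 and UPP1 at 1.66, where the other UPP1 probe gave -0.08. These ratios compare 1 array with 1 array and have no replicate check. Background correction by normexp moved the lower and higher counts to 205 and 115 in HCT116, 226 and 185 in COLO205 and 174 and 127 in OVCAR5.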

We observed multiple genes that were upregulated and downregulated in each cancer cell line (Fig. 2b**)**. We also performed analysis to identify the common genes that were altered upon imetelstat treatment in all these cancer cell lines. 

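No gene was at least 2-fold lower, or at least 2-fold higher, in all 3 lines. HCT116 and COLO205 shared 4 lower genes, IFI27, IFI6, IFIT1 and OASL, where independent lists would share 0.117. That number takes genes as independent, while all 4 are interferon-stimulated genes, a list whose members vary together at an estimated correlation of 0.82. The arrays labelled COLO205 also resembled those of HCT116, so the 2 lists may not come from separate lines. The calls of IFIT1 and OASL in COLO205 rest on 1 probe each, and with the mean of probes 2 genes were shared. HCT116 and OVCAR5 shared 3, the chemokines CCL20 and CXCL1 and complement factor B (CFB), where independent lists would share 0.202. In HCT116 the imetelstat array did not detect CCL20 or CXCL1, which were at least 2.43-fold and at least 2.51-fold lower. COLO205 and OVCAR5 shared 0 lower genes, and no pair of lines shared a higher gene. At 1.5-fold, 1 gene was lower in all 3 lines, ZFP36, which encodes an mRNA decay factor, at log2 ratios of -0.66 in HCT116, -0.61 in COLO205 and -0.64 in OVCAR5. Across the lines, limma with the cell line as a block found 0 of 12187 genes lower or higher at an adjusted p under 0.05, with 329 genes, 2.70%, at an unadjusted p under 0.05, and a plain paired test found 0 also. Without the OVCAR5 pair limma found 13 lower genes, among them IFI27, IFI6, IFIT1, OASL and IRF7, and without the COLO205 pair 3, CCL20, CFB and CXCL1. In simulated arrays of the same 12187 genes with 3 pairs, limma recovered 96% of genes changed by a log2 of 1.00 in every line. Of those changed by 0.50 it recovered 16.6%, both with noise from limma's variance model. With noise at the shrunken variances of the real genes the shares were 100% and 53.9%. Each simulation changed 50 genes at each of 4 sizes, larger ones among them, by the same amount in every line. Many strong changes ease the adjusted p of the rest, and the real ratios differed between lines. These shares therefore do not show that a common 2-fold change would have been found here.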

Our results showed that in all three cancer cell lines, IL8 was the only common candidate that was downregulated in imetelstat treated cells as compared to control cells (Fig. 2b**)**. These results in sum indicate that the cancer cells that show response to telomerase inhibition downregulate IL8 levels and this phenomenon is of general occurrence as multiple ovarian and colon cancer cell lines that undergo growth inhibition upon imetelstat shows IL8 downregulation (Fig. 2b**)**.

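IL8, a chemokine that attracts neutrophils, was lower with imetelstat on the arrays of each line, by an amount that differed between lines. In HCT116 the IL8 signal with imetelstat was 14.9% of that with vehicle, a log2 ratio of -2.75 and the 6th lowest of 11010 genes. In OVCAR5 it was 67.2% of vehicle, a log2 ratio of -0.57 and rank 151 from the lowest of 10538. On the arrays labelled COLO205 it was 81.8% of vehicle, a log2 ratio of -0.29 and rank 1512 from the lowest of 10445, where genes of like signal scattered by 0.27. With median scaling it was 65.9% of vehicle in COLO205, and with no scaling 63.8%, log2 ratios of -0.60 and -0.65. The array carries another IL8 probe, ILMN_1666733, which gave log2 ratios of -2.21 in HCT116, -0.12 in COLO205 and -0.98 in OVCAR5. IL8 was brightest in OVCAR5, at a log2 signal of 13.22 with vehicle, against 11.99 in HCT116 and 8.94 in COLO205. The mean log2 change of IL8 over the 3 lines was -1.20 (standard error 0.36, n = 3 lines), which did not pass limma's test at an adjusted p of 1.00 (range 0.093 to 1.00 over the alternatives). Without the HCT116 pair the mean was -0.43, and the plain paired test gave a standard error of 0.78 around the mean of all 3 lines. Of the 9273 genes detected in all 3 lines, 976 were lower in each, 10.5% where 12.5% is the share from chance. Among these IL8 ranked 4 by mean change, after IFI27, IFI6 and IFITM1, and 18 by its smallest change in any line. The transcripts IL6 and TNF of other inflammatory cytokines were detected only in OVCAR5, at log2 ratios of 0.13 and 0.46. CDKN1A, which encodes the cell cycle inhibitor p21, was at 0.11, -0.02 and 0.07 in HCT116, COLO205 and OVCAR5, and by its other probe at -0.04, -0.03 and 0.02.

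**Figure D1:**
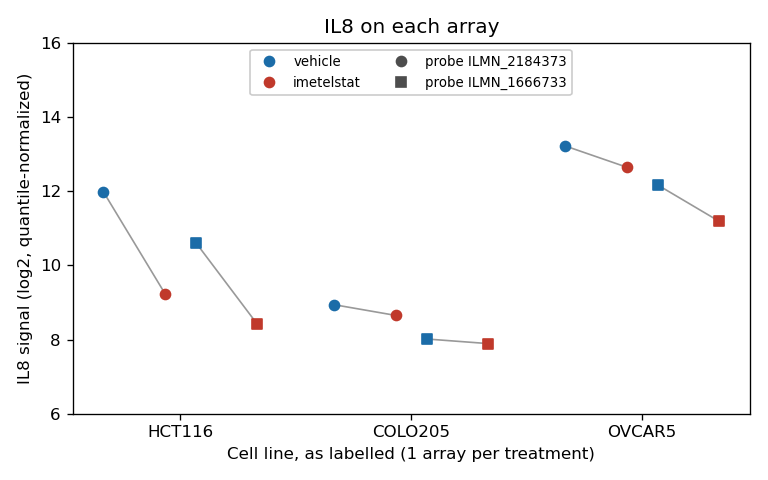
IL8 signal (log2, quantile-normalized) on each of the 6 arrays, for probe ILMN_2184373 (circles) and probe ILMN_1666733 (squares). Blue points are vehicle and red points imetelstat, 1 array each and joined by a line; the steepest line for either probe is that of HCT116, and in COLO205 the ratios were -0.29 and -0.12.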

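Of the genes at least 2-fold lower with imetelstat in HCT116, 33.3% belong to the list of interferon-stimulated genes and 8.64% to that of NF-κB targets, and the others to neither. Membership was judged by these fixed lists alone, so genes outside them may still respond to interferon or NF-κB. Of 35 interferon-stimulated genes measured in HCT116, all 35 were lower and 27 were at least 2-fold lower, with a median log2 ratio of -1.94. On the arrays labelled COLO205 26 of 28 were lower and 5 at least 2-fold, with a median of -0.41. In OVCAR5 17 of 34 were lower and the median was 0.00. The HCT116 vehicle array had the highest median log2 level of these genes, 10.40, against 7.93 with imetelstat, 7.71 and 7.33 on the COLO205 arrays and 9.24 and 9.11 on those of OVCAR5, vehicle first. Of 19 measured NF-κB target genes in HCT116, the group that IL8 belongs to, 17 were lower, and the list median was -0.71. Among the lower ones were the feedback inhibitors NFKBIA at -1.52 and TNFAIP3 at -1.54. The other 2 were higher, among them LCN2 at 1.91, the largest positive ratio of that line. In OVCAR5 20 of 30 were lower, with a median of -0.25, and the members went both ways: CXCL1 was at -1.35 and CFB at -1.10, while the cytokine genes IL1A and IL1B were at 1.54 and 1.04. In COLO205 the median was -0.14, which 7.35% of 10000 random lists of like signal fell below. In the same ranking the medians of both lists in HCT116, of interferon-stimulated genes in COLO205 and of NF-κB targets in OVCAR5 lay below every random list. Without the members printed in Fig. 2b, which the study chose on these arrays, the medians in HCT116 were -1.89 for interferon-stimulated genes and -0.61 for NF-κB targets. Across the lines limma's camera gave an adjusted p of 3.04e-32 for interferon-stimulated genes and 1.56e-08 for NF-κB targets with a preset correlation, and an adjusted p of 0.593 for each with an estimated correlation. No single member passed over all genes tested by limma, while 15 interferon-stimulated genes and 6 NF-κB targets did when adjusted over the list alone. Those counts rest on limma's shrunken variances and do not show a change common to the lines. Only 16 of 36 interferon-stimulated genes and 10 of 30 NF-κB targets were lower in all 3 lines. Because IL8 was the common gene of lines whose growth imetelstat inhibited, the paper proposes that responding cancer cells lower IL8 and that this occurs generally. It also reports lower IL8 mRNA and protein by other assays in responding lines, and unchanged IL8 in lines whose growth was not suppressed. In HCT116 and OVCAR5 the paper reports lower viability after knockdown of IL8. In HCT116 it reports that IL8 overexpression restored viability after imetelstat. Those experiments were not analysed here.

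**Figure D2:**
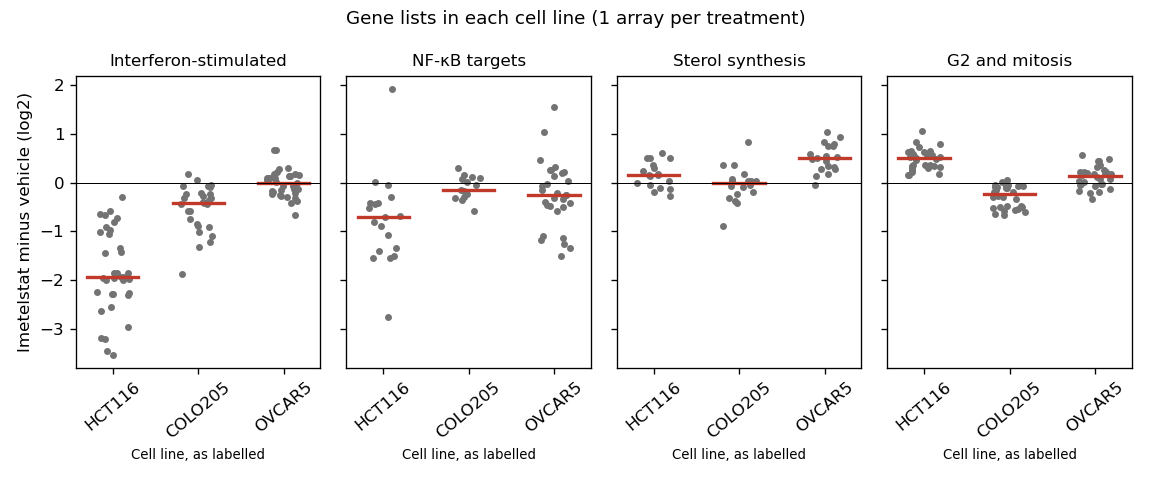
Log2 ratio of imetelstat to vehicle for each measured gene (grey points) of 4 lists in each cell line, 1 array per treatment, with the list median as a red bar. The interferon-stimulated genes of HCT116 lie below 0, with a median of -1.94, and those of OVCAR5 are spread around 0.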

**Fig. 2:**
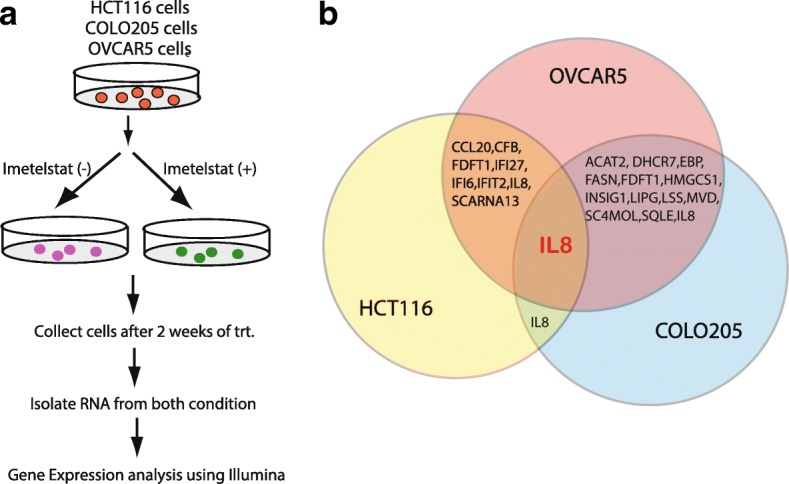
Gene expression analysis using Illumina identified IL8 as a common biomarker of telomerase response. **a** Schematics of the Transcriptome-wide gene expression analysis is described. It was performed in HCT116, OVCAR5 and COLO205 cells. Briefly equal number of cells from these cell lines were either untreated or treated with imetelstat for 2 weeks after which RNA was isolated and candidate genes that were either upregulated or downregulated were identified. **b** Venn diagram showing the common genes that were identified after imetelstat treatment in between two cell lines and also between three cell lines

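Of the 8 genes printed for HCT116 and OVCAR5 in Fig. 2b, 7 were measured, and 5 of these were lower in both lines: IL8, CCL20, CFB, IFI27 and IFI6. CCL20 and CFB were at least 2-fold lower in both. IFI27 was at -3.53 in HCT116 and -0.42 in OVCAR5 on the log2 scale, and IFI6 at -2.31 and -0.31, where the other IFI6 probe gave -2.95 and 0.18. IFIT2, an interferon-stimulated gene, was at -2.96 in HCT116 and 0.67 in OVCAR5. SCARNA13, a small RNA of Cajal bodies, was at 0.13 and -1.07. Of the 13 genes printed for OVCAR5 and COLO205, most of them enzymes of sterol synthesis, 12 were measured, 11 of them detected in COLO205, and 6 of the 11 had the same sign in both lines. In OVCAR5 11 of the 12 were higher, with a median log2 ratio of 0.67, while the remaining gene was IL8. MVD, which makes isopentenyl diphosphate, was at 1.03, HMGCS1 at 0.82 and the fatty acid synthase FASN at 0.82. On the arrays labelled COLO205 5 of the 11 were higher and 6 lower, with a median of -0.09. MVD was at -0.32 there, HMGCS1 at 0.08 and FASN at -0.10, while EBP, a sterol isomerase, was at 0.36 against 0.59 in OVCAR5. Of 19 genes in a wider list of sterol synthesis and uptake, 18 were higher in OVCAR5 with a median of 0.50. Of these, 9 are genes printed in Fig. 2b, and without them 9 of 10 were higher with a median of 0.31, at percentile 99.96 of random lists. In HCT116 12 of 18 genes of the wider list were higher with a median of 0.16, at percentile 98.5, and without the genes of Fig. 2b the median was 0.14, at percentile 91.4. Across the lines limma's camera gave the wider list an adjusted p of 5.84e-07 with a preset correlation and an adjusted p of 0.593 with an estimated correlation. The Fig. 2b lists were chosen by the study on these arrays and are no independent evidence of a direction. The remaining gene of each list was not analysed here.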

### Telomerase inhibition suppresses cancer cell viability

In Fig. 1, we have shown the effect of imetelstat on cancer cell viability using trypan blue exclusion assay. In order to confirm the growth inhibitory effect of imetelstat on HCT116, COLO205 and OVCAR5 cells we employed an additional assay called MTT assay. MTT is a calorimetric based assay to detect metabolic activity of cell which is dependent of the number of viable cells. To do so, we treated HCT116, COLO205 and OVCAR5 cells with imetelstat for 2 weeks and then performed MTT assay as described in method section. As expected, we found that after two weeks of imetelstat treatment HCT116, COLO205 and OVCAR5 cells showed significant growth inhibition (Fig. 3a**)**. This was further confirmed by colony formation assay as shown in Fig. 3b. Next, in order to study the effect of imetelstat on the growth of these cancer cell lines in vivo, we performed xenograft-based mouse tumorigenesis assay. Our results showed that imetelstat significantly inhibited the growth of HCT116, COLO205 and OVCAR5 tumors upon imetelstat treatment (Fig. 3c). These results confirmed that the inhibition of telomerase affects the cancer cell growth. Therefore, expression of telomerase is critical for cancer cell survival and serves as an effective target to inhibit cancer cell growth.

**Fig. 3:**
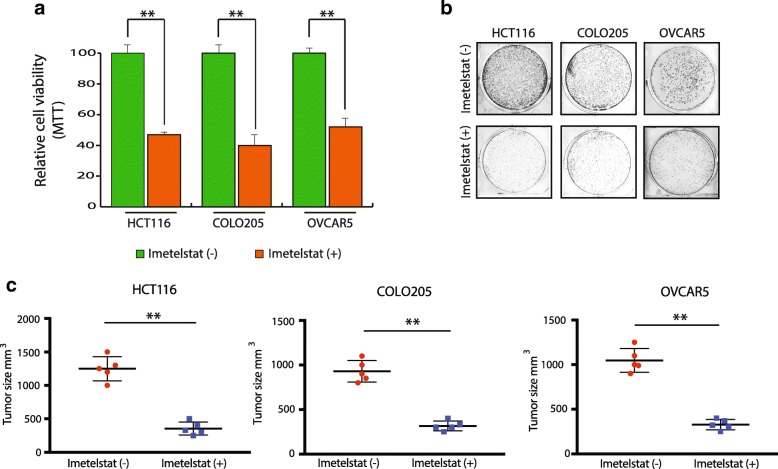
Telomerase inhibition suppresses cancer cell viability. **a** Cell viability was measured by MTT assay. Relative cell viability is plotted in 2 weeks imetelstat treated cells in comparison to control mismatch oligonucleotide treated cells for the shown cell lines. **b** Indicated cell lines were treated with mismatch oligonucleotide or imetelstat for 6 weeks and stained with crystal violet. Representative wells are shown. **c** HCT116, OVCAR5 and COLO205 cells were injected subcutaneously in athymic nude mice. These were either treated with either mismatch oligonucleotide or imetelstat for 4 weeks. Average tumor volumes for indicated cell lines after 4 weeks of treatment are shown. Error bar shows Standard Error Mean (SEM). ** represents *p* < 0.001

### Telomerase inhibition decreases both IL8 mRNA and protein level

After confirming the cancer cells growth suppression upon telomerase inhibition, we measured IL8 transcript and protein level in HCT116, COLO205 and OVCAR5 cells after imetelstat treatment and found that both IL8 mRNA as well as IL8 protein level decreases upon imetelstat treatment (Fig. 4). This was observed in multiple ovarian and colon cancer cell lines suggesting that decrease in IL8 level is a common biomarker predictive of telomerase inhibition induced cancer cells growth suppression (Fig. 4). We also checked IL8 levels in the cell lines that did not show growth suppression upon telomerase inhibition and found that in these cell lines IL8 level did not change upon imetelstat treatment, as shown in Additional file 3: Figure S3. These results in sum indicate that decrease in IL8 level is a specific biomarker for the cancer cell lines that shown growth suppression upon telomerase inhibition.

**Fig. 4:**
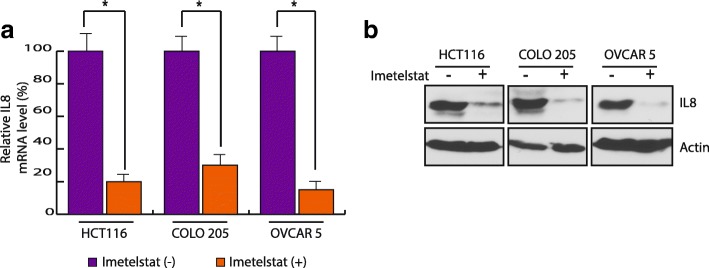
IL8 levels decrease upon inhibition of telomerase. Indicated cells were treated with imetelstat for 2 weeks. **a** IL8 RNA level was measured by qRT-PCR. Actin was used as internal control. Relative levels with respect to control mismatch oligonucleotide treated cell is plotted. **b** IL8 protein level was measured by immunoblotting. Actin was used as loading control. Error bar shows Standard Error Mean (SEM). (*, *p* < 0.01)

### IL8 inhibition affects the cell viability and its overexpression rescues telomerase inhibition induced growth inhibitory effect

Our result showed that IL8 level decreases upon imetelstat treatment. To confirm if the decrease in IL8 levels leads to decrease in cell viability, we knocked down IL8 expression using shRNAs in different cancer cell lines (Fig. 5a). Next, these cells were checked for cell viability. As shown in Fig. 5b*,* we find that the cells expressing IL8 shRNA have lower cell viability as compare to control cells expressing non-specific shRNA. In order to conclusively show the inhibition of IL8 is involved in telomerase inhibition induced growth inhibitory effect, we overexpressed IL8 in imetelstat treated cells (Fig. 5c), and then checked the cell viability. We found that IL8 overexpression rescued telomerase inhibition induced growth inhibitory effect (Fig. 5d). This was not due to restoration of telomerase activity upon IL8 expression, because no change in telomerase activity was observed after IL8 over expression in imetelstat treated cells (Fig. 5e). Taken together, these results led us to conclude that telomerase inhibition leads to decreases IL8 levels, which can be employed as a biomarker for predicting response to telomerase-based therapy in cancer.

**Fig. 5:**
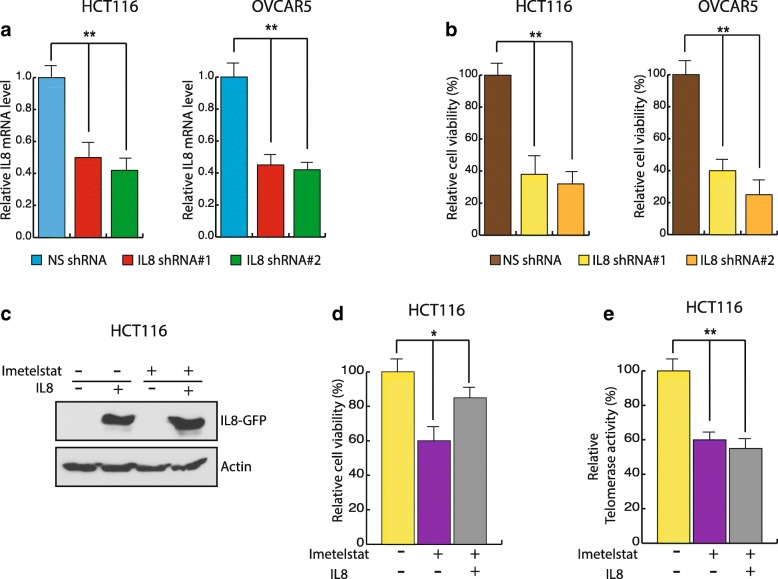
IL8 inhibition phenocopy telomerase inhibition. **a** HCT116 and OVCAR5 cell lines stably expressing a non-specific (NS) shRNA or *IL8* shRNAs. Knockdown is determined by measuring IL8 mRNA levels and plotting with respect to the control cell expressing nonspecific shRNA. **b** Cell viability of the cells expressing either nonspecific or IL8 shRNA was measured by trypan blue exclusion assay. Cell viability relative to control cell expressing nonspecific shRNA is plotted. HCT116 cells were either treated with mismatch oligonucleotide or imetelstat for 2 weeks and were then transfected to overexpress IL8-GFP tagged cDNA. **c** Western blot for GFP tag was performed to check IL8 overexpression in the cells. **d** Cell viability was measured by trypan blue exclusion assay and plotted with respect to control mismatch oligonucleotide treated cells. **e** Telomerase activities was measured by TRAP assay and plotted with respect to control mismatch oligonucleotide treated cells. Error bar shows Standard Error Mean (SEM). (**, *p* < 0.001 and *, *p* < 0.01)

## Discussion

Early diagnosis and identification of new predictive and diagnostic biomarker has helped to determine the effectiveness of various therapies and the treatment response and predicting outcome of cancer treatment more accurately [26–28]. Overexpression of telomerase enzyme and consequential immortalization is a key step for cancer initiation and progression. Furthermore, telomerase has been shown to be necessary for maintaining tumor growth. Therefore, many inhibitors that suppress telomerase expression are currently under investigation for cancer treatment [29–31]. However, because of variability between the patient response to telomerase inhibition, identification of biomarkers that might predict cancers cell response to telomerase inhibitor will provide immense clinical benefits.

In our previous study, we showed that simultaneous inhibition of CDKN1A and telomerase by imetelstat leads to synergistic tumor growth inhibition [20]. In the current study, we have made an attempt to identify the biomarker that could predict telomerase inhibition response and to do that we performed gene expression microarray analysis on multiple ovarian and colon cancer cell lines that were responsive to telomerase inhibitor imetelstat treatment. Our results are summarized in Fig. 6 and discussed below.

**Fig. 6:**
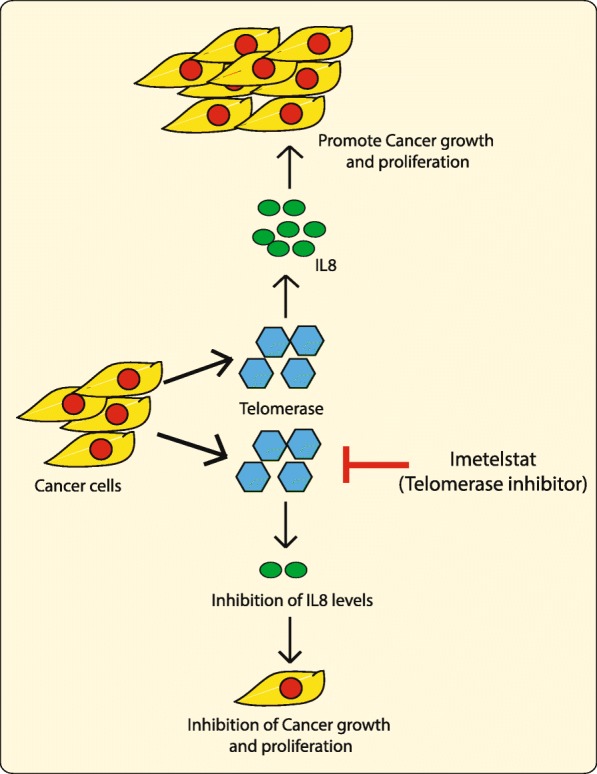
IL8 is a biomarker that could predict telomerase inhibition response. Cancer cells exclusively produce enzyme telomerase which is now targeted with pharmacological inhibitors like imetelstat. Inhibition of Telomerase leads to inhibition of IL8, which is a pro-oncogenic cytokine and thus inhibits cancer cells growth and progression. IL8 act as predictive biomarker for telomerase response

The results shown in our study is more practical and advantageous because it’s not based on hypothesis-based biomarker discovery. Our study is largely discovery-based biomarker identification, where we have employed unbiased high through-put based Transcriptome-wide gene expression analysis to discover a functional predictive biomarker of telomerase inhibition response. We have further employed secondary assays to validate and confirm our findings in multiple ovarian and colon cancer cell lines.

In our study, we show that different cell lines respond differently to telomerase inhibition. Next, we find that the cell lines that show growth inhibition phenotype upon telomerase inhibition, downregulate IL8 cytokine expression level. This phenomenon is of general occurrence as we find that multiple ovarian and colon cell lines show decrease in level of both IL8 mRNA and protein upon treatment with imetelstat. Additionally, we find that this phenomenon is specific for the cancer cell lines that show strong growth inhibition following imetelstat treatment along with concomitant decrease in telomerase expression. A previous study has shown that telomerase is bound to the promoters of a subset of NF-κB target genes, including IL6, IL8, and TNF-α and stimulate their expression to sustain inflammation and promote cancer progression [32]. These studies provide us an insight into possible mechanism by which inhibition of telomerase leads to decrease in IL8 levels. Based on the previous studies that document that telomerase is directly bound to IL8 promoter, in our studies we find that non-responder cancer cell lines which don’t show significant decrease in telomerase level upon imetelstat treatment, also do not show any decrease in IL8 levels, again reconfirming that decrease in IL8 is dependent on telomerase inhibition. Therefore, this is a specific phenomenon observed only in cancer cell line that show telomerase inhibition induced growth suppression.

IL8 is a chemokine and is shown to be produced form macrophages and other type of cells [33]. Previous studies have shown that cancer cell over-express IL8 and its overexpression is associated with poor prognosis, increase in cell invasion that promotes cancer cell progression, angiogenesis, and metastases [34–36]. In fact, treatment based on inhibition of IL8 expression is shown to enhance the efficacy of the cancer-based therapies [37, 38]. Furthermore, our results show that inhibition of IL8 upon imetelstat treatment leads to inhibition of cell growth and proliferation, thus mimicking growth inhibition phenotype induced upon telomerase inhibition. In conclusion, our study identifies IL8 as an important biomarker that predict the effectiveness of telomerase-based therapy for treating cancer.

## Conclusion

Our study employs gene expression analysis to identify a new biomarker that could predict the response to telomerase inhibition. This information can be utilized in clinical settings to determine whether patient will be responsive to telomerase-based therapy or not. There are many reliable methods that allows convenient and precise measurement of IL8 levels and hence it can be effectively utilized in clinics. Furthermore, future studies are needed to identify other such predictive biomarker that will facilitate to determine the effectiveness of various therapies and treatment response and predicting outcome of cancer treatment more accurately.

## Additional files

Additional file 1: **Figure S1.** IC50 determination or Imetelstat. HCT116 and OVCAR5 cells were treated with various concentrations of Imetelstat. Cell viability was measured after 48 h of treatment by trypan blue exclusion assay. Error bar shows Standard Error Mean (SEM). ** represents *p* < 0.001. (PDF 817 kb).

Additional file 2: **Figure S2.** Relative Telomere length measurement in multiple ovarian and cancer cell lines before and after Imetelstat treatment. HCT116, COLO205 and OVCAR5 cells were either treated with control mismatch oligo or Imetelstat for 2 weeks. Relative telomere length was measured using Relative Human Telomere length Quantification qPCR assay kit from Science cell. Error bar shows Standard Error Mean (SEM). * represents *p* < 0.01. (PDF 242 kb).

Additional file 3: **Figure S3.** IL8 level determination by immunoblotting in multiple ovarian and cancer cell lines before and after Imetelstat treatment. Cancer cells were either treated with control mismatch oligo or Imetelstat for 2 weeks. IL8 protein level was measured by immunoblotting. Actin was used as loading control. (PDF 1171 kb).

## Abbreviations

CDKN1A: Cyclin dependent Kinase Inhibitor 1A
IL8: Interleukin 8
TRAP: Telomeric Repeat Amplification Protocol

How the deposited data were processed for this re-analysis (not part of the article)

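3 sets of values were read for the 6 arrays. The signal intensities deposited by the authors are GenomeStudio bead averages on a linear scale with no normalization between arrays and no background subtraction, and the deposited detection p-values compare each probe with the negative control beads of its array. The authors' table of processed intensities holds values that are quantile-normalized on a linear scale, with a median near 113.6 on each array, although the methods describe log2 values. Each of its columns had a Spearman rho of 1 with the signals of its own array. The methods name lumi for normalization, whose version is not given in the sources used here.

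The lines, treatments and control were taken from the labels and the paper. The labels and the paper differ on the control agent and on the number of replicates, and both are given beside the experiment. The deposited signals were taken to log2 and quantile-normalized over all probes with limma 3.58.1 in R 4.3.3, since lumi was not installed. Of 47231 probes 30113 had 1 gene symbol, 8 several and 17110 none in the annotation used, and symbols were updated by gene identifier for 30074 of them. A probe counted as detected at a detection p below 0.01, which 21099 probes reached on at least 1 array, 4838 of them with no single symbol. The brightest detected probe stood for each gene, which left 12187 genes, 3242 of them with more than 1 detected probe. A listed gene counted as measured if it was among these, and within a line if an array of that line detected it. Some genes of the lists and of Fig. 2b have no named probe in that annotation and are not reported here. IL8 is the paper's name for CXCL8 and SC4MOL for MSMO1. No coordinates are given because the files name no genome build; the gene names were checked against the RefSeq annotation of GRCh38.p14.

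Within a line 1 array was compared with 1 array, so that genes were called by size, at least 2-fold, and no p-value was computed. Where 1 array of a pair did not detect a gene, the ratio is given as a bound against the lowest detected signal. The scatter of genes of like signal describes the arrays and is not a replicate error. Across lines limma's lmFit and eBayes tested imetelstat against vehicle with the cell line as a block, with Benjamini-Hochberg adjustment at 0.05. The pairs are the lines themselves. The number of arrays limits the precision of every value. Of 22 gene lists fixed before the data were examined, each was described in each line by the percentile of its median among 10000 random lists matched on signal in 20 bins. Across lines it was tested with limma's camera at a preset correlation of 0.01 and at an estimated one, and with fry, if it had at least 3 measured genes. Named genes were those the paper names, the 10 with the largest smallest-of-3 rise and fall across lines since fewer than 5 passed the test, the 5 largest rises and falls in each line, genes at least 2-fold lower or higher in all lines, and up to 4 members of each list. EPCAM, ID1, IL1A, IL1B, IRF7, KRT8, KRT20, NFKBIA and TNFAIP3 fall outside this rule and were named after their values were seen, as were the SNORD3 and histone groups and the alternative probes.

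The paired fit was tested on simulated data drawn for the real genes, 20 times for each of 2 kinds of noise, with 50 genes changed at each of 4 known sizes. With noise from limma's variance model 4.38% of the calls were false. With noise at the shrunken variances of the real genes, which do not follow that model, 8.33% were false, above the nominal level. A first form of this check, with that noise and a limit on false calls, failed, and the check was then rewritten to hold limma to its own noise model and to report both. The check of the list percentiles first put more null lists outside the limits than chance allows for on average; it was enlarged to many more null lists, and the share was then near the nominal 5%. Calls of the paired fit on these arrays can therefore hold more false genes than the adjusted p states.

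Alternatives set before the data were examined were background correction by normexp with an offset of 16, scaling to a common median, no scaling, the authors' processed intensities, other detection filters, the mean of probes, an offset of 32, limits of 1.5-fold and 3-fold, leaving out each line, no block, a variance trend and a plain paired test. Each detected probe on its own, a limit of 1.2-fold, the other IL8 probe and the lists without the genes of Fig. 2b were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest. The qRT-PCR, immunoblot, viability and telomerase experiments were not analysed here.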

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

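All tests of explanations in this part were chosen after the patterns were seen, and none of the differences between lines below was tested, since each line has 1 array per treatment. The median log2 ratio of genes of G2 and mitosis was above its random lists in HCT116 and below them on the arrays labelled COLO205, a difference of 0.73, and the COLO205 median was below that of OVCAR5 by a difference of -0.36. Genes of the unfolded protein and ATF4 response were low in HCT116 and high in OVCAR5, a difference of -0.36. Genes of TGF-beta signalling and epithelial-mesenchymal transition were high in COLO205 and low in OVCAR5, a difference of 0.38, but with median scaling or no scaling the COLO205 median was -0.19 and -0.23. The paper's text does not discuss these lists, which stood on the same side in 2 lines: sterol synthesis and uptake, at a median of 0.16 or more in HCT116 and OVCAR5, where the call in HCT116 was lost without the genes of Fig. 2b, LXR targets and sterol efflux, at a median of 0.20 or more in HCT116 and OVCAR5, interferon-stimulated genes, at -0.41 or less in HCT116 and COLO205, and G2 and mitosis, at 0.14 or more in HCT116 and OVCAR5. In HCT116 only 5 of 9 genes of the LXR list were higher and 4 were lower. Across the lines that list did not pass limma's camera even with a preset correlation, at an adjusted p of 0.313. Percentiles were taken for each list in each line, and about 5% of lists of unrelated genes would lie outside the limits used. Genes of 1 list vary together, with estimated correlations of 0.82 for interferon-stimulated genes, 0.84 for G2 and mitosis and 0.54 for sterol synthesis and uptake, so that chance puts more such lists outside the limits.

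The arrays labelled COLO205 resembled those labelled HCT116. That the arrays cannot separate cell lines is argued against by the 129 genes on in one and off in the other between the vehicle arrays of HCT116 and OVCAR5. That the 2 labels hold RNA of 1 line, through a mislabelled or mixed-up culture, and that 2 different colon lines are this close cannot be told apart. No pair of HCT116 and COLO205 arrays had more than 5 such genes, which restates the likeness and decides nothing, and the arrays hold 0 other colon lines to compare. If the labels held 1 line, the 3 lines would be 2, and the lower genes shared by HCT116 and COLO205 would not come from separate lines.

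Interferon-stimulated genes were lower with imetelstat in HCT116, where the HCT116 vehicle array stood above the COLO205 vehicle array in 36 of 36 genes. Normalization is argued against as the cause by a median of -1.96 with no normalization. Leukocyte RNA in the vehicle sample is argued against by 0 of 5 measured leukocyte markers being detected on that array only, although CD68, which was detected on every array, was at -1.05. A fall was not seen in every line, since the OVCAR5 median lay at percentile 46.7 of random lists. With 1 array pair that percentile cannot exclude an effect of imetelstat in OVCAR5, because it does not measure variation between cultures. An effect of imetelstat in HCT116 and a vehicle culture that alone had a raised interferon response cannot be told apart with 1 vehicle array; the HCT116 imetelstat array exceeded the COLO205 vehicle array by a median of only 0.15.

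Without quantile normalization the calls on the arrays labelled COLO205 leaned to lower genes. A lower signal of its imetelstat array and a loss of mRNA over most genes after imetelstat cannot be told apart. Its genes in the top 25% of signal had a median log2 ratio of -0.46 with no normalization, which restates the lean and decides nothing, and there were 0 further COLO205 pairs.

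The paired fit called 0 genes, a count that each of the 10 possible splits of the 6 arrays reaches, 10 of 10, whatever their number, so that comparison decides nothing, and 10 splits are too few for a share under 0.05. The highest count of another split was 50. With the line as a block, the splits with 50 calls part only the HCT116 pair, so that they compare the imetelstat and vehicle arrays of HCT116 and are not a grouping apart from the treatment.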

How the results depend on the processing

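Across the alternatives 136 of the summary values kept their side or moved little and 41 moved, while among single genes and list medians 1770 stayed, 197 moved, 1 became stronger and 2 reversed; the cause was not tested unless given. The paired count of 0 genes held in every setting that kept all 3 lines, including no replicate block, which called 0 genes, and ranged from 0 to 13 when a line was left out, with 0 without HCT116, 3 without COLO205 and 13 without OVCAR5. IFI27 passed limma's test only without OVCAR5, at an adjusted p of 0.0022. Genes lower in all 3 lines became the genes lower in both remaining lines, 0 to 4, when a line was left out. Normexp gave 205 lower and 115 higher genes in HCT116, 226 and 185 in COLO205, and 174 and 127 in OVCAR5; subtracting background enlarges the ratios of dim genes by its construction. Median scaling gave 111 and 6 in COLO205, and no scaling 156 and 6. The limit of 1.5-fold gave 232 and 143 in HCT116, 211 and 195 in COLO205, 143 and 156 in OVCAR5, and 1 gene lower in all 3 lines. The limit of 3-fold gave 35 and 1, 2 and 2, and 4 and 5. The mean of probes gave 10 lower in COLO205, and detection on all arrays 15 lower and 16 higher in OVCAR5. Of the settings added after seeing the data, single probes gave 30 lower in COLO205, and a limit of 1.2-fold gave 24 genes lower and 17 higher in all 3 lines, where shuffled ratios gave 23.9 and 25.4. The IL8 log2 ratio in HCT116 was -2.48 with the mean of probes and -2.21 with the other probe, the IL8 log2 ratio in COLO205 was -0.60 with median scaling and -0.65 with no scaling, and the IL8 log2 ratio in OVCAR5 was -0.98 with the other probe. Of 21 lists tested, 10 passed camera's test with a preset correlation, 0 with an estimated correlation, 6 with no replicate block and 6 to 9 when a line was left out, and no list passed fry's test. The 10 include both lists of Fig. 2b, which the study chose on these arrays, so that their passing is no independent evidence. The median of the TGF-beta and transition genes in COLO205 reversed to -0.19 with median scaling and -0.23 with no scaling, which shift all genes of that line. Signal over background limits dim genes, whose ratios are understated.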

Differences from the paper's values

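The paper gives IL8 as the only gene lower in all 3 lines, about 1 gene in Fig. 2b, read by eye, while 0 genes were at least 2-fold lower in all 3 here. The paper states no fold limit, and its test within a line cannot be repeated with 1 array per treatment. Of the alternatives set before the data were examined, the limit of 1.5-fold gave 1 gene, which was ZFP36 and not IL8, and the others gave 0. A limit of 1.2-fold, chosen after seeing the values, has IL8 among 24 genes, and 23.9 were expected from shuffled ratios. For HCT116 and OVCAR5 the paper prints about 8 shared genes in Fig. 2b, read by eye, and 3 were shared here in the same direction; the limit of 1.5-fold gave 6, and the other alternatives 0 to 4. For OVCAR5 and COLO205 it prints about 13 in Fig. 2b, read by eye, and 0 were shared here; normexp gave 11, the limit of 1.5-fold 4 and the others 0. For HCT116 and COLO205 it prints about 1 in Fig. 2b, read by eye, and 4 were shared here. The limit of 3-fold gave 1, and the others 2 to 17. All these counts of pairs take genes changed in the same direction, while Fig. 2b gives no direction. Genes at least 2-fold in opposite directions are left out, such as H2AC18 and H2AC19 in HCT116 and COLO205 and UPP1 in HCT116 and OVCAR5.

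The paper's qRT-PCR of IL8, another assay than the arrays, shows about 30% of control in COLO205 and about 15% in OVCAR5 in Fig. 4a, read by eye, where the arrays gave 81.8% and 67.2%. No alternative came within 1.5 times of these: those set before the data were examined ranged from 63.8% to 86.7% in COLO205 and from 58.3% to 68.0% in OVCAR5, and the other IL8 probe, added after seeing the data, gave 91.7% and 50.6%, or 87.5% and 49.7% after normexp. In HCT116 the paper's value of about 20% in Fig. 4a, read by eye, and the 14.9% here were within 1.5 times of each other, except with normexp, which gave 13.0%. Fig. 4a is relative to cells given a mismatch oligonucleotide, while the array control is labelled vehicle, so the baselines may differ. The arrays labelled COLO205 also resembled those of HCT116 and may not hold a separate line. What causes the gaps was not tested.

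Fig. 2b sets IFIT2 and SCARNA13 among the genes that HCT116 and OVCAR5 share, and they had opposite signs in these lines here. It sets MVD and FASN among those shared by OVCAR5 and COLO205, and they were at 1.03 and 0.82 in OVCAR5 and at -0.32 and -0.10 in COLO205. CCL20, CFB, IFI27 and IFI6 were lower in HCT116 and OVCAR5 by their chosen probes. Fig. 2b and its legend give no direction for any of these genes.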

Other observations

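In HCT116 all 30 measured genes of G2 and mitosis were higher with imetelstat, with a median log2 ratio of 0.50, among them NUF2 of the kinetochore at 0.82 and CENPA, the centromeric histone, at 0.79, where their other probes gave 0.31 and 0.52. On the arrays labelled COLO205 28 of 30 were lower with a median of -0.23, and BUB1 of the spindle checkpoint was at -0.65. The median log2 level of these genes was 9.45 with vehicle and 9.87 with imetelstat in HCT116, and 10.42 and 10.00 in COLO205, so that the levels of the 2 lines were closer with imetelstat, a difference that was not tested. Targets of p53 were higher in HCT116 in 21 of 24 genes, with a median of 0.30 with TP53INP1 among them, and had a median of 0.00 in COLO205 and 0.04 in OVCAR5. Across the lines limma's camera with a preset correlation gave an adjusted p of 0.00258 for G2 and mitosis and 6.86e-05 for p53 targets. With an estimated correlation camera's adjusted p was 0.747 and 0.593. Genes of DNA replication had medians of 0.02, 0.11 and 0.00 in HCT116, COLO205 and OVCAR5. Of the metallothioneins, metal-binding proteins, all 6 measured were lower in HCT116, with a median of -0.39. Genes of telomerase and shelterin had medians of -0.04 in HCT116, 0.14 in COLO205 and -0.07 in OVCAR5, and TERC, the RNA of telomerase, was near its detection limit.

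In OVCAR5 fatty acid synthesis genes were higher in 12 of 12, with a median of 0.30, NRF2 targets in 13 of 16, with a median of 0.29, and genes of the unfolded protein and ATF4 response in 21 of 25, with a median of 0.22. Across the lines limma's camera gave fatty acid synthesis an adjusted p of 0.0145 with a preset correlation and 0.747 with an estimated one. Among NRF2 targets TXNRD1 was at 0.82 and GPX2 at -1.40. ID1, ID2 and ID3, targets of BMP signalling, were at -0.82, -1.79 and -1.98. Hypoxia and glycolysis genes had a median of 0.12 in OVCAR5 and -0.20 in COLO205, where 16 of 21 were lower. Heat shock genes had medians of -0.15, 0.01 and 0.09 in HCT116, COLO205 and OVCAR5, and in OVCAR5 neither this list nor that of hypoxia and glycolysis lay outside the limits of the random lists. The reference genes had medians of 0.21, -0.20 and 0.00, and TFRC was at 1.02 in COLO205. In HCT116 the reference genes themselves lay outside the limits, at percentile 98.2, so that a list median of that size there does not set a list apart from them. On the OVCAR5 vehicle array 7 of 8 measured markers of ovarian epithelium were detected, and 11 of 12 measured markers of colon epithelium. On each HCT116 and COLO205 array 5 of these 8 and 5 of these 12 were detected. The marker counts therefore do not tell an ovarian from a colon origin. For fibroblasts and endothelium 2 markers were measured, and for leukocytes 5.

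Groups of small RNA and histone genes were chosen after their values were seen. The 3 measured copies of the U3 small nucleolar RNA (SNORD3) had a median of -2.07 in HCT116, 0.56 in COLO205 and -0.20 in OVCAR5, while all small nucleolar and Cajal body RNAs had medians of -0.08 over 91 genes, 0.20 over 90 and -0.15 over 83, of which 66 were lower. Histone genes had medians of -0.34 over 18 genes in HCT116, 0.43 over 20 in COLO205 and 0.06 over 25 in OVCAR5. Ratios of different lines did not go together across 9273 genes, with Pearson's r of -0.10 between HCT116 and COLO205, -0.02 between HCT116 and OVCAR5 and -0.06 between COLO205 and OVCAR5, where genes are not independent replicates.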
